A study of Homo sapiens with 6 samples. Its data were reported in "Label-free biosensor assay decodes the dynamics of Toll-like receptor signaling" (2024).

How the data were processed

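According to the submitters' processing notes, adapters were trimmed with Trim Galore 0.6.7, reads were aligned to GRCh38 with STAR 2.7.9a and counted with Salmon 1.9.0, whose estimates were summed to genes. The use of strand in the counting is not given in the sources used here. Genes with at least 10 counts in at least 2 samples were kept by the authors, who then ran DESeq2 on the 6 libraries. The 2 samples of each group came from independent experiments according to the series design. The p-values therefore measure the spread between these samples.

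The 3 deposited files held group means and test results, with no column per library. The signal values were made by the authors by dividing gene counts by DESeq2 size factors and averaging over the 2 libraries of a group, or over all 6 libraries for the overall mean. The log2 fold changes and their standard errors were fitted by the authors with DESeq2. The score in the deposited files is the authors' Wald statistic, the log2 fold change over its standard error. Each p-value was computed by the authors from that statistic and adjusted by the Benjamini-Hochberg method over the 13025 genes.

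Because the files held only group means and statistics, the fallback of the design applied: genes were called in the authors' deposited table at an adjusted p under 0.05 and an absolute log2 fold change above 1. The comparison between the LPS groups is given as LPS E. coli over LPS S. minnesota, with the sign of the deposited values turned. Its standard errors and 95% intervals were derived here from the authors' log2 fold changes and p-values. Of the 13025 Ensembl gene identifiers, 12992 matched the table of gene names, 465 had no symbol in the files, and 13 symbols stood on 2 identifiers.

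The whole read numbers of the libraries were recovered from the group means. Each mean is a weighted sum of 2 whole numbers whose weights are fixed for the group by the size factors, and a search over the weights left every value whole within a relative tolerance of 1e-09. The size factors recomputed from the recovered reads equalled the weights, and on simulated data the procedure recovered 100% of the count pairs. The recovered libraries carry no replicate number, so they are called library a (larger size factor) and library b in each group. The size factors were 1.38 and 1.13 in control, 0.938 and 0.806 with LPS E. coli, and 0.964 and 0.927 with LPS S. minnesota. All 13025 genes met the authors' count minimum in the recovered reads.

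Fits of the recovered reads used limma-voom with these size factors, with TMM scaling or with total-count scaling, and limma-trend on log2 values with a pseudocount of 1, 0.5 or 5. On simulated data with the libraries' sizes and 200 changed genes among 13025, limma-voom at an adjusted p under 0.05 recovered 34% of genes changed 1.5-fold, 72% at 2-fold, 90% at 4-fold and 96% at 8-fold for LPS E. coli against control, and called 0.0702% of the unchanged genes. For the comparison between the LPS groups, with 400 changed genes, it recovered 38%, 76%, 93% and 96%. The simulation drew all libraries independently and applied limma-voom without a fold threshold. It therefore does not give the power of the authors' DESeq2 calls, or of libraries whose deviations are shared between groups.

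There were 23 gene lists, of which 1 is not reported here. The others were NF-kB inflammatory cytokines and chemokines, NF-kB subunits and feedback regulators, interferon beta and early IRF3 targets, interferon-stimulated genes, immediate early genes and MAPK phosphatases, the TLR4 complex and proximal signalling, other Toll-like receptors, anti-inflammatory and cytokine-feedback genes, inflammasome and pyroptosis, prostaglandin and tissue remodelling, tubulin, glycolysis and hypoxia, cholesterol, metallothioneins and metal handling, cell cycle, antigen presentation, lysosome and phagocytosis, undifferentiated markers, macrophage markers, HEK293 markers, mitochondrial genome transcripts and reference genes. All 23 were tested against all other genes with limma's cameraPR on the authors' statistic at a preset correlation of 0.01, adjusted over 46 tests for both comparisons with control and over 23 tests between the LPS groups. Camera with an estimated correlation and fry were run on the limma-voom values. On simulated data cameraPR called 5 of 5 moved lists and 0 of 18 unmoved ones. The simulated genes were independent of each other. In the real values for LPS E. coli against control, the estimated correlation within a list ran from −0.29 (HEK293 markers) to 0.93 (early IRF3 targets). The simulation therefore does not test the preset correlation of 0.01.

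The genes named in the text follow a rule. For each comparison with control they are the 10 with the highest and the 10 with the lowest log2 fold change among called genes with a symbol, a mean of at least 50 in the higher group and the same direction in every library. For each list they are up to 4 called members with the largest change with LPS E. coli, or the 2 most abundant members where none was called. Between the LPS groups they are the 10 genes with the smallest p, a symbol and a mean of at least 50. TNF, IL1B, IL6, CXCL8, IFNB1, CXCL10, TLR4, LY96, CD14, MYD88, TICAM1, TICAM2, TLR2 and GAPDH were included whatever their values. This rule, the lists, the thresholds and the tests were chosen before the data were examined, whereas the recovery of read numbers and every fit of limma-voom were chosen after the data were seen. Fold changes against a control without reads are lower bounds with 3 reads over the group as the floor, and those against 1 to 3 control reads are ratios with an exact Poisson interval. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used.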

Results

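Messenger RNA was measured at the 3′ ends of transcripts (QuantSeq libraries) in THP-1 macrophages, cells of an established human monocytic leukaemia line that had been turned into macrophage-like cells with the phorbol ester PMA. There were 3 groups of 2 samples each: medium alone (control), LPS E. coli and LPS S. minnesota, the LPS given at 10 ng/ml for 3 h. LPS, the lipopolysaccharide of the bacterial outer membrane, is sensed by Toll-like receptor 4 (TLR4). The study classed the E. coli preparation as a smooth form and the S. minnesota preparation as a rough form of LPS. The files list 13025 genes. Whole read numbers recovered from the deposited group means put the depth of the control libraries at 11979130 and 9780631 reads over these genes. The LPS E. coli libraries held 9658581 and 8495891 reads, and the LPS S. minnesota libraries 9865281 and 9894145.

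Across genes, which are not independent replicates, the log2 values of the libraries within a group correlated at r = 0.983 for control, 0.975 for LPS E. coli and 0.977 for LPS S. minnesota, against 0.889 to 0.911 between a control and an LPS library. The leading principal component held 73.5% of the variance and set all 4 LPS libraries apart from both controls. Mitochondrial genome transcripts made up 6.17% and 5.63% of the reads in the controls, 7.55% and 7.45% with LPS E. coli, and 7.90% and 6.94% with LPS S. minnesota. Gene positions are given on GRCh38 from the GENCODE annotation. Intervals and lower bounds taken from read numbers cover counting error only.

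The comparison of LPS E. coli with control asks what a 3 h exposure to the smooth form does to the transcripts of these macrophages. Inflammatory chemokines and cytokines were among the genes with the steepest rises. In the authors' deposited table, the mean normalized count of CCL20, a chemokine that draws lymphocytes and dendritic cells, went from 6.59 to 6263 (log2 fold change 9.93 ± 0.38, the authors' SE), that of IL1B, which encodes the pyrogenic cytokine IL-1β, from 50.1 to 11860 (7.85 ± 0.24), and that of CXCL8, a neutrophil attractant, from 44.5 to 14990 (8.40 ± 0.41). Genes that fell included ADORA3, an adenosine receptor (−3.96 ± 0.47 in the authors' deposited table), ID3, an inhibitor of helix-loop-helix transcription factors (−3.80 ± 0.41), and the transcriptional repressor GFI1 (−3.16). At an adjusted p under 0.05 and an absolute log2 fold change above 1, 1540 genes were called in the authors' deposited table, 11.8% of those tested: 970 were higher and 570 lower than in control. The called increases were larger, with a median log2 fold change of 1.96 against −1.41 for the decreases, and 159 increases but 1 decrease exceeded 4 on the log2 scale.

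Several of the steepest responses started from no control reads at all. With a floor of 3 reads over the control group, ACOD1, whose enzyme makes the antimicrobial metabolite itaconate, was at least 377-fold higher with LPS E. coli. The chemokine genes CCL8 and CXCL10 were at least 228-fold and at least 185-fold higher, the non-coding MIR3142HG, the host transcript of the microRNA miR-146a, at least 146-fold, and ETV3L, an ETS-family transcription factor gene, at least 131-fold. LOC102724428, an annotated copy of SIK1, was at least 152-fold higher, but its reads cannot be separated with certainty from those of SIK1. The same uncertainty applies to CCL4L2 with CCL4L1 (mean normalized count 11 in control and 63406 with LPS E. coli in the authors' deposited table) and to their near-copy CCL4 (13.6 and 40977). TNFAIP6, which encodes a hyaluronan-binding protein of inflamed tissue, rose by a log2 fold change of 10.76 ± 1.31 in the authors' deposited table, from a control mean of 2.17 that came from 1 of the 2 libraries.

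Among the genes with the steepest falls, the authors' deposited table gave −3.97 ± 0.54 for FRAT1, an activator of Wnt signalling, −3.58 ± 0.48 for AVPI1, −3.43 for the non-coding CEBPA-DT beside the myeloid factor gene CEBPA, −3.27 ± 0.41 for PFKFB4, a regulator of glycolytic flux, −3.19 ± 0.28 for EEPD1 and −3.15 for KLHL30. SH2D3C, a signalling adaptor, stood at −3.44 ± 0.43 in the authors' deposited table. On GRCh38, ADORA3 (ENSG00000282608) lies on chromosome 1 from 111499429 to 111503633, ID3 (ENSG00000117318) on chromosome 1 from 23557926 to 23559501, GFI1 on chromosome 1 from 92473043 to 92486925 and FRAT1 on chromosome 10 from 97319271 to 97321915. Of the genes that rose, CCL20 lies on chromosome 2 from 227805739 to 227817564, IL1B (ENSG00000125538) on chromosome 2 from 112829751 to 112836816, CXCL8 (ENSG00000169429) on chromosome 4 from 73740519 to 73743716, ACOD1 (ENSG00000102794) on chromosome 13 from 76948511 to 76958638, CXCL10 on chromosome 4 from 76021118 to 76023497 and CCL8 on chromosome 17 from 34319435 to 34321402. All of these are annotated as protein-coding genes.

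**Figure D1:**
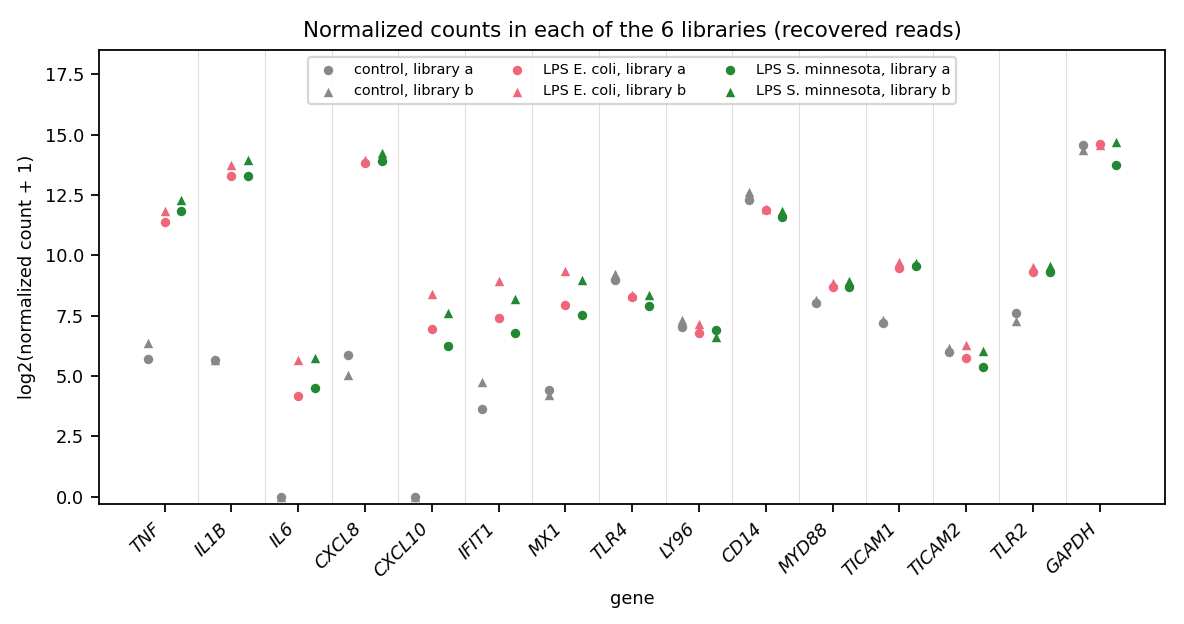
Normalized counts of 15 genes in each of the 6 libraries (vertical axis, log2 of the normalized count + 1; each point is 1 library, coloured by group). TNF, IL1B and CXCL8 sit far above control in all 4 LPS libraries, whereas GAPDH lies between 13566 and 26298 normalized counts in the 6 libraries.

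The list of NF-kB inflammatory cytokines and chemokines moved as a block. All 20 of its measured members rose with LPS E. coli and all 20 with LPS S. minnesota, and all 20 were called when adjusted over the list alone in either comparison. The median log2 fold change was 7.36 and 7.49, or 5.80 and 5.92 with the 3 members without control reads set at their lower bound. TNF, the founding cytokine of its family, had mean normalized counts of 66.4 in control, 3152 with LPS E. coli and 4306 with LPS S. minnesota in the authors' deposited table (log2 fold changes 5.58 ± 0.15 and 6.04 ± 0.15). IL6, another pyrogenic cytokine, had no control reads and was at least 26.9-fold and at least 31.0-fold higher, and CXCL1, a neutrophil attractant, rose by 8.44 and 8.52 in the authors' deposited table. By limma's cameraPR the list stood above the other genes at adjusted p = 1.9e-89 and 2.9e-97, and at adjusted p = 0.235 in both comparisons with an estimated correlation.

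NF-kB subunits and feedback regulators rose almost as completely: 23 of 25 members were called higher with each LPS, over all genes and adjusted over the list alone, with a median of 3.85 and 3.91. BIRC3, an inhibitor of apoptosis, rose by 8.01 and 8.14 in the authors' deposited table, TRAF1, an adaptor of TNF receptors, by 7.98 and 7.99, IRAK2, a kinase downstream of MyD88, by 6.91 and 6.94, and SOD2, the mitochondrial superoxide dismutase, by 6.14 ± 0.11 and 6.07. CameraPR gave adjusted p = 4.8e-149 and 1.7e-151 for this list, and adjusted p = 0.168 in both with an estimated correlation. Of the immediate early genes and MAPK phosphatases, which respond within minutes to hours of a stimulus, 16 of 29 rose and 1 fell with LPS E. coli, and 17 rose and 1 fell with LPS S. minnesota, while 17 and 18 were called when adjusted over the list alone. Examples from the authors' deposited table are the MAPK phosphatase genes DUSP8 (6.08 and 5.92) and DUSP5 (4.89 and 4.95), IER3 (4.94 and 5.02) and the proto-oncogene MYC (4.15 and 4.25). The list median was 1.35 and 1.47, with cameraPR adjusted p = 5.2e-28 and 4.5e-32, and adjusted p = 0.270 and 0.239 with an estimated correlation.

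Interferon-related genes rose as well. IFNB1 itself, the gene of interferon beta, was not among the 13025 genes. Of the 12 measured early targets of the transcription factor IRF3 and of interferon beta, 10 rose with each LPS (11 when adjusted over the list alone), with a median of 4.01 and 3.64 that was the same with the 2 members without control reads at their bound. OASL, an antiviral protein gene, rose by 7.27 ± 0.52 with LPS E. coli in the authors' deposited table. IFIT2, whose protein binds viral RNA, rose by 5.37 and 4.84 in the authors' deposited table and IFIT1 by 4.11 ± 0.32 and 3.39 ± 0.32. CXCL10 was at least 112-fold higher with LPS S. minnesota. The test gave adjusted p = 3.2e-13 and 9.4e-12, and adjusted p = 0.448 in both with an estimated correlation, and limma's fry, which asks whether a list's genes move one way, gave adjusted p = 0.0509 and 0.0615. Of 41 interferon-stimulated genes, 26 rose with LPS E. coli and 18 with LPS S. minnesota (27 and 21 when adjusted over the list alone), among them the antiviral GTPase genes GBP5 (5.12 and 4.77 in the authors' deposited table) and MX1 (4.32 and 3.94) and the viral RNA sensor RIGI (4.07 and 3.95). This list had a median of 1.34 and 1.23, adjusted p = 4.1e-12 and 1.8e-09 by cameraPR, adjusted p = 0.448 and 0.450 with an estimated correlation, and adjusted p = 0.0668 and 0.0872 by fry. Without control library a the S. minnesota calls of IFIT1 (2.76), IFIT2 (5.11) and MX1 (4.06) ended, as did that of IFIT1 without control library b (3.88) or S. minnesota library b (2.68).

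The receptor that senses LPS was not among the genes that rose. In the authors' deposited table TLR4 had means of 547.3 in control, 321 with LPS E. coli and 282 with LPS S. minnesota (log2 fold changes −0.77 ± 0.18 and −0.97 ± 0.18, adjusted p = 2.0e-04 and 1.2e-06 by the authors' DESeq2), which passes the adjusted p but not the fold threshold. By limma-voom on the recovered reads it was called lower with LPS S. minnesota without control library a (−1.09) or S. minnesota library b (−1.19), and with both LPS under total-count scaling (−1.03 and −1.24). Its co-receptor gene CD14 (−0.54 ± 0.10 and −0.74 ± 0.10 in the authors' deposited table) and the adaptor MYD88 (0.69 ± 0.18 and 0.73) also passed the adjusted p alone, and LY96, which encodes the receptor partner MD-2 (−0.22 ± 0.29 and −0.40), and the adaptor TICAM2 (−0.08 and −0.38) passed neither. TICAM1, the adaptor TRIF of the MyD88-independent branch, rose from 151 to 779 and 787 in the authors' deposited table (2.36 ± 0.16 and 2.38), and so did the ubiquitin ligase genes PELI1 (4.14 and 3.98) and TRAF3 (1.84 and 1.87). In all, 4 of the 25 genes of the TLR4 complex and proximal signalling rose with LPS E. coli, and 4 rose and 1 fell with LPS S. minnesota (4 and 5 when adjusted over the list alone). The list median was 0.35 and 0.28, with cameraPR adjusted p = 0.0120 and 0.0457 and adjusted p = 0.448 and 0.571 with an estimated correlation, and the S. minnesota call was lost in limma-voom on the recovered reads (adjusted p = 0.112) and without any 1 library (0.0693 to 0.230), the E. coli call without control library a (0.0612). Of 5 other Toll-like receptors measured, TLR2, the receptor of bacterial lipoproteins, rose (1.95 ± 0.18 and 1.97 in the authors' deposited table) and TLR6, its partner, fell (−1.11 and −1.14), the latter call being lost without control library b (−0.91 and −0.97) (LPS E. coli and LPS S. minnesota), E. coli library b (−1.03) or S. minnesota library b (−0.76). The median of these 5 was −0.69 and −0.78 and the mean −0.26 and −0.35, whereas the test pointed up without passing (adjusted p = 0.963 and 0.995); 2 genes were called in each comparison when adjusted over the list alone. TLR4 (ENSG00000136869) lies on chromosome 9 from 117704175 to 117724735, TLR2 on chromosome 4 from 153684070 to 153706260, TICAM1 on chromosome 19 from 4815932 to 4831712 and CD14 on chromosome 5 from 140631728 to 140633700.

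Genes that restrain inflammation rose along with those that drive it. Of 15 anti-inflammatory and cytokine-feedback genes, 9 rose and 1 fell with LPS E. coli and 8 rose with LPS S. minnesota (10 and 8 when adjusted over the list alone), with medians of 1.60 and 1.55. SOCS3, an inhibitor of cytokine receptor signalling, rose by 4.84 and 4.79 in the authors' deposited table, CD274, which encodes the checkpoint ligand PD-L1, by 4.78 and 4.10, and the nuclear receptor gene NR4A3 by 4.24 and 4.10. CameraPR gave adjusted p = 3.5e-07 and 7.7e-07, and adjusted p = 0.235 in both with an estimated correlation. Of 15 prostaglandin, matrix and tissue-remodelling genes, 8 rose with LPS E. coli and 9 with LPS S. minnesota, the same numbers as when adjusted over the list alone, including the cyclooxygenase gene PTGS2 (5.50 and 5.29 in the authors' deposited table) and F3, the initiator of coagulation (3.83 and 3.99). That list had medians of 1.94 and 1.65, adjusted p = 4.5e-11 and 4.3e-12, and adjusted p = 0.124 in both with an estimated correlation.

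Co-stimulation genes led the antigen presentation list. The co-stimulatory receptor gene CD40 (4.21 and 4.11 in the authors' deposited table), the activation marker CD83 (3.64 and 3.62) and CIITA, the master regulator of MHC class II (2.68 and 2.19), rose with both LPS. CD80, with 1 control read, was 316-fold higher with LPS E. coli (counting interval 56.7 to 12469) and 260.5-fold higher with LPS S. minnesota (46.7 to 10288). In total 6 of 24 rose with LPS E. coli and 5 with LPS S. minnesota, over all genes and adjusted over the list alone, with medians of 0.29 and 0.36, adjusted p = 5.4e-07 and 7.7e-07, and adjusted p = 0.448 in both with an estimated correlation. Inflammasome and pyroptosis genes went both ways: CASP5, a caspase that binds LPS in the cytosol, rose by 3.40 and 3.32 in the authors' deposited table and NINJ1, which ruptures the membrane of dying cells, by 1.84 and 1.74, while the inflammasome sensor gene NLRC4 stood at −2.36 and −2.49. Of 13 members 3 rose and 1 fell with LPS E. coli, 2 rose and 1 fell with LPS S. minnesota, and 4 were called in each when adjusted over the list alone. This list did not pass (adjusted p = 0.558 and 0.732), its median was 0.14 with LPS E. coli but −0.14 with total-count scaling, and with LPS S. minnesota its median of −0.04 and mean of 0.32 differed in sign.

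Tubulin genes were of interest because the study read cell shape optically. Of 20 tubulin and microtubule genes, 2 rose with each LPS, also when adjusted over the list alone: TUBB2A by 2.17 and 2.13 in the authors' deposited table, and TUBB2B, with 3 control reads, which was 16.3-fold higher (counting interval 5.59 to 79.2) and 14.2-fold higher (4.85 to 68.7) and whose calls ended without control library a (log2 fold changes 3.12 and 2.98). The tubulin list did not pass (adjusted p = 0.581 and 0.489), and its median of 0.17 in both turned to −0.10 in both with total-count scaling.

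Some metabolic genes changed as well. In the authors' deposited table the hexose transporter gene SLC2A6 rose by 4.85 and 4.91 and the hypoxia factor HIF1A by 2.30 and 2.25, whereas PFKFB4 stood at −3.27 and −2.50. With each LPS, 4 of 24 glycolysis and hypoxia-response genes rose and 1 fell (5 called in each when adjusted over the list alone). That list passed at adjusted p = 0.00846 and 0.00217, with adjusted p = 0.525 and 0.450 with an estimated correlation, but its median of 0.17 and 0.23 became −0.10 and −0.04 with total-count scaling, and the E. coli call was lost in limma-voom (adjusted p = 0.0512), without control library b (0.298) and without E. coli library a (0.288), the S. minnesota call without control library b (0.168). Among 20 cholesterol synthesis and efflux genes 5 rose with each LPS (6 and 5 when adjusted over the list alone), such as INSIG1, which restrains sterol synthesis (2.29 and 2.14 in the authors' deposited table), and the lanosterol synthase gene LSS (2.17 with LPS E. coli). Their list did not pass cameraPR (adjusted p = 0.20 and 0.214) but passed fry (adjusted p = 0.0231 and 0.0256). Its median of 0.09 and 0.19 became −0.17 and −0.08 with total-count scaling. Of 16 metallothionein and metal-handling genes, 7 rose and 1 fell with LPS E. coli and 5 rose and 1 fell with LPS S. minnesota (8 and 7 when adjusted over the list alone), led by the metallothionein MT2A (2.44 and 2.42 in the authors' deposited table), the zinc importer SLC39A8 (2.23 and 1.79) and the iron transporter SLC11A2 (1.94 and 1.89). The median was 0.59 and 0.74, with adjusted p = 8.3e-04 in both, and adjusted p = 0.433 in both with an estimated correlation.

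Cell cycle genes were the list that moved down. Of 28 members, 12 fell with LPS E. coli and 9 with LPS S. minnesota, none rose, and the numbers were the same when adjusted over the list alone. The mitotic activator CDC20 stood at −1.43 with each LPS in the authors' deposited table and the S-phase transcription factor gene E2F2 at −1.94 and −1.63. The list median was −0.91 and −0.80, with adjusted p = 2.5e-08 and 2.9e-07, and adjusted p = 0.403 in both with an estimated correlation. The S. minnesota call of E2F2 ended without S. minnesota library b (−1.26).

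The lists of markers of cell identity and of other cells were short. With LPS E. coli 1 rose and 1 fell of 16 macrophage markers, and 2 fell of 9 undifferentiated markers, beside 11.8% of all genes called. With LPS S. minnesota 1 fell in each of these lists, beside 10.9% of all genes called. Of 16 macrophage differentiation markers, MAF, a transcription factor gene, fell with both LPS (−2.17 and −2.06 in the authors' deposited table). Their list did not pass cameraPR (adjusted p = 0.581 and 0.558; 2 and 1 called when adjusted over the list alone) but passed fry with LPS S. minnesota (adjusted p = 0.0435), with a median of 0.03 and 0.16 that became −0.23 and −0.11 with total-count scaling. Among 9 measured markers of undifferentiated monocytic or promyelocytic cells, the granulocyte factor gene CEBPE fell (−2.64 and −2.08 in the authors' deposited table) and the progenitor factor gene MYB fell with LPS E. coli (−1.28, against −0.85). This list did not pass either (adjusted p = 0.666 and 0.632; 2 and 1 called when adjusted over the list alone), its medians of 0.21 and 0.15 and its means of −0.20 and −0.19 differing in sign, and total-count scaling turned the medians to −0.06 and −0.10. Of 29 lysosome and phagocytosis genes, 1 fell with each LPS, also when adjusted over the list alone: MERTK, a receptor for the uptake of dying cells (−2.27 and −2.45 in the authors' deposited table; list median 0.00 and −0.02, adjusted p = 0.558 and 0.489). Of 10 markers of HEK293 cells, a kidney-derived line used elsewhere in the study, 3 were measured and 0 were called by the authors' DESeq2 or when adjusted over the list alone, among them GAL (0.29 and 0.27 in the authors' deposited table) and LIN28B (−0.74 and −0.97). The median of these 3 was 0.29 and 0.27, the latter −0.01 with total-count scaling, at adjusted p = 0.963 in both.

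Transcripts of the mitochondrial genome were higher with both LPS, beside the higher mitochondrial read shares given above. All 13 passed the adjusted p in each comparison, and 3 and 2 of them, over all genes and adjusted over the list alone, also passed the fold threshold, including MT-CO1 (1.46 and 1.51 in the authors' deposited table) and MT-ND5 (1.32 and 1.43). The median was 0.58 and 0.57, and 0.31 and 0.29 with total-count scaling, with adjusted p = 4.1e-08 and 3.8e-08, and adjusted p = 0.403 in both with an estimated correlation. Of 15 constitutively expressed reference genes, the transferrin receptor gene TFRC rose (1.24 and 1.22 in the authors' deposited table, a call that ended with total-count scaling at 0.97 and 0.94), the only one called over all genes or adjusted over the list alone. GAPDH stood at 0.10 ± 0.43 and −0.23 in the authors' deposited table, the former negative with total-count scaling. The list median of 0.16 and 0.24 became −0.11 and −0.03 with that scaling. The reference list did not pass cameraPR (adjusted p = 0.20 and 0.168) but passed fry (adjusted p = 0.0229 in both). Scaling by total reads moved the median of all genes by −0.27 in both comparisons, and limma-voom with that scaling put 37.7% and 36.6% of the called genes above control, against 1059 of 1753 and 995 of 1657 by limma-voom with the size factors and 63.0% and 63.9% in the authors' deposited table.

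**Figure D2:**
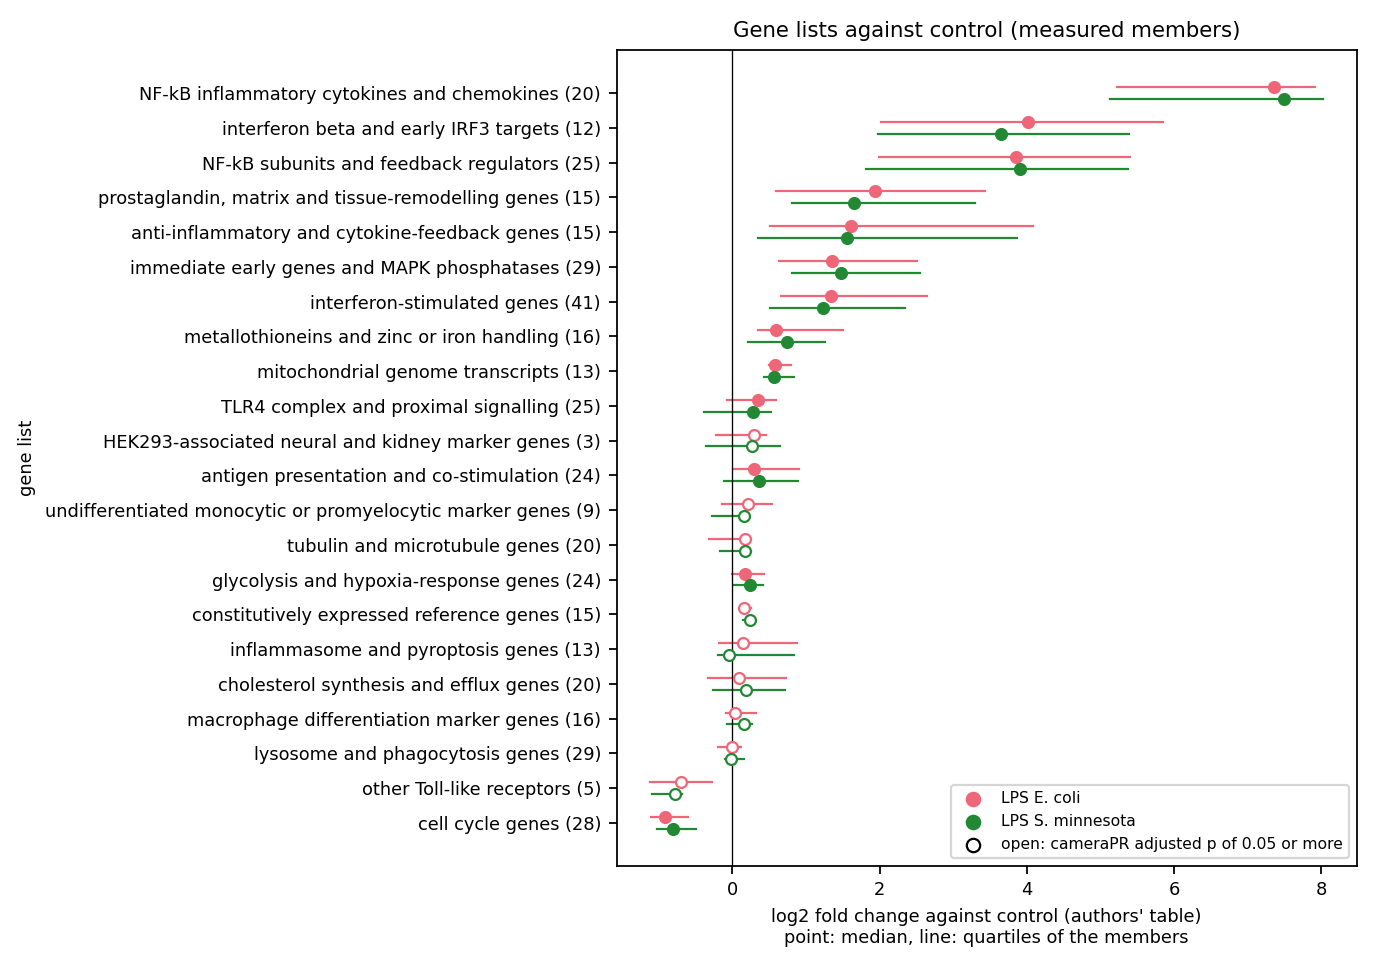
Median log2 fold change against control of the members of each reported gene list (horizontal axis) for LPS E. coli and LPS S. minnesota, with lines from the lower to the upper quartile and filled points where limma's cameraPR gave an adjusted p under 0.05. NF-kB cytokines lie at 7.36 and 7.49 and cell cycle genes at −0.91 and −0.80, and with total-count scaling the medians of the glycolysis, tubulin, cholesterol, reference, macrophage and undifferentiated marker lists turn negative, as do that of the inflammasome list with LPS E. coli and that of the HEK293 list with LPS S. minnesota.

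The comparison of LPS S. minnesota with control puts the same question to the rough form. Chemokines and cytokines were again among the steepest rises: in the authors' deposited table CCL20 reached a mean of 6276 (9.91 ± 0.38), IL1B 12897 (7.96 ± 0.24) and CXCL8 17494 (8.63 ± 0.41). ACOD1 was at least 367-fold higher, CCL8 at least 138-fold, ETV3L at least 127-fold, MIR3142HG at least 110-fold and GP1BA, a platelet adhesion receptor gene, at least 115-fold. ID3 fell furthest among the genes with a mean of at least 50 (−4.03 ± 0.41 in the authors' deposited table), followed by ADORA3 (−3.72 ± 0.45), the chemokine receptor gene CXCR2 (−3.64 ± 0.46), FRAT1 (−3.28 ± 0.49), GFI1 (−3.12), RNF125, a ubiquitin ligase gene (−3.12), ALX1 (−3.09), SNX18 (−2.90) and the purine receptor gene P2RY1 (−2.82). At the same thresholds 1420 genes were called in the authors' deposited table, 907 higher and 513 lower, with median log2 fold changes of 2.02 and −1.40. Of the 23 lists, 14 passed cameraPR in each comparison with control, 13 upward and 1 downward. With an estimated correlation 0 passed in either, the smallest adjusted p being 0.124 at 3 residual degrees of freedom, and fry called 12 of the 14 in each. Over all 23 lists fry called 14 with LPS E. coli and 15 with LPS S. minnesota.

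Most genes called with one LPS were called with the other. There were 1254 genes called with both in the authors' deposited table, which is 81.4% of those called with LPS E. coli and 88.3% of those called with LPS S. minnesota. Of these 851 rose and 403 fell with both, and 0 moved in opposite directions. Independent lists of these sizes would share 67.5 rising and 22.4 falling genes. Simulated unchanged groups compared with the same controls shared at most 0 called genes in 100 simulations. That 0 was fixed in advance, since the adjusted p calls almost no gene where none is changed. At an unadjusted p under 0.05 the simulated groups shared 116 genes on average, against 3460 by the authors' DESeq2. Independent lists of the sizes found at that p would share 1318. The simulated groups held no response. Their values, here and below, therefore do not show what 2 unrelated responses with shared controls would give. Across genes the fold changes correlated at r = 0.944 against 0.512 in the simulations, with a covariance of 1.07 against 0.111, a difference of 0.960. The sign was the same for 86.7% of all genes, against 66.4% simulated. The comparisons use the same 2 controls, which the independent lists leave out, so part of the excess may come from the shared controls. Among the genes called with both, 61.8% changed more with LPS E. coli, but the median ratio of the S. minnesota to the E. coli change was 0.98.

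**Figure D3:**
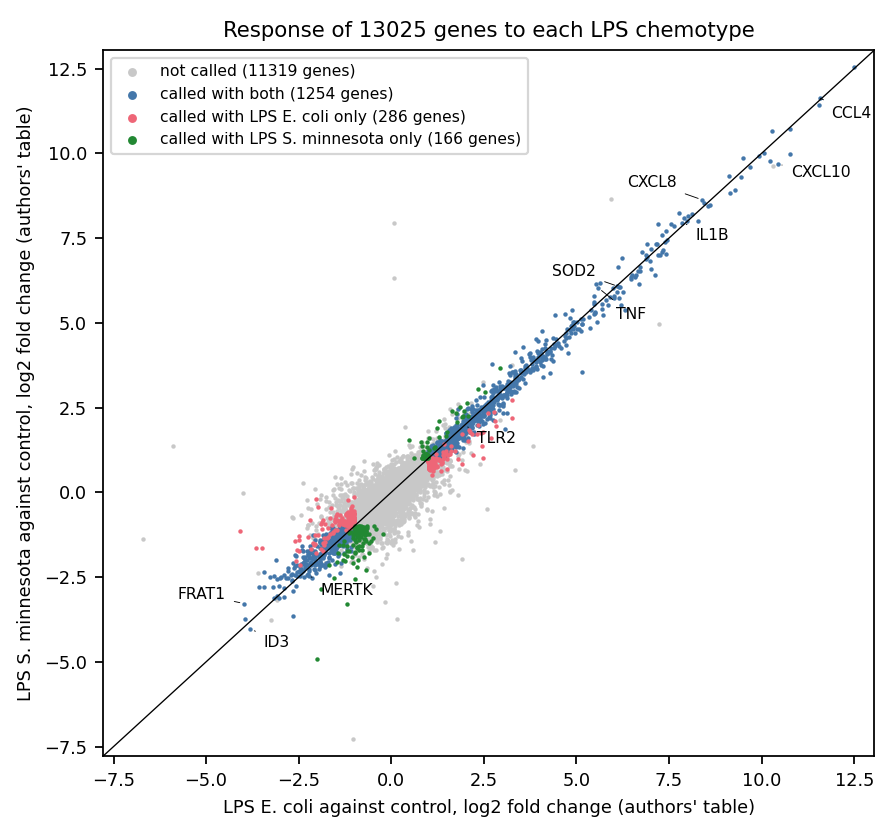
Log2 fold change of each gene with LPS S. minnesota (vertical axis) against that with LPS E. coli (horizontal axis), as given in the authors' deposited table: 1254 genes called with both, 286 with LPS E. coli only, 166 with LPS S. minnesota only and 11319 not called. The called genes lie along the diagonal, and genes without control reads, such as CXCL10, have fitted values that are no measure of the size of their change.

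The 286 genes called with LPS E. coli only and the 166 called with LPS S. minnesota only had the same sign with the other LPS in all 286 and all 166 cases. IFI44L, an interferon-induced gene, is an example (3.26 with LPS E. coli and 2.20 with LPS S. minnesota in the authors' deposited table, the E. coli call ending without control library b, at 2.52). By limma-voom it was also called with LPS S. minnesota without S. minnesota library a (3.01) and in 2 of the 4 matchings of the libraries (2.32 and 2.33). The median change of the E. coli set was 1.16 with LPS E. coli and 0.92 with LPS S. minnesota, and that of the S. minnesota set 1.22 and 0.93 in the reverse order. In the direct test between the LPS groups, 9 and 4 of these genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 by the authors' DESeq2. The sizes of these sets moved with the method, the scaling and single libraries. On all 6 libraries limma-voom put 359 genes in the E. coli set and 263 in the S. minnesota set, and 458 and 407 with total-count scaling. Without 1 library limma-voom put 243 to 559 genes in the E. coli set and 178 to 452 in the S. minnesota set, and the latter was the larger without E. coli library b (452 against 243).

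The direct comparison of the LPS forms asks whether smooth and rough LPS drive different transcript programmes. With all 6 libraries and no matching, no single gene was called: the authors' DESeq2 called 0 genes at an adjusted p under 0.05, with 90 at an unadjusted p under 0.05 where chance gives 651, and limma-voom and limma-trend on the recovered reads also called 0, with 373 and 442 at an unadjusted p under 0.05. Limma-voom called the uncertain LOC102724594 in 2 of the 4 matchings of the libraries (adjusted p = 2.3e-04 and 0.00286), and 2 to 5 genes without 1 of the LPS libraries. In the authors' deposited table TNF had the smallest p. Its log2 difference (LPS E. coli over LPS S. minnesota) was −0.45 by the authors' DESeq2 (p = 2.1e-05, adjusted p = 0.276), with a derived interval from −0.66 to −0.24. The normalized counts of TNF were 50.7 and 82.1 in the control libraries, 2667 and 3637 with LPS E. coli, and 3664 and 4949 with LPS S. minnesota, so the higher E. coli library lay just below the lower S. minnesota library. By limma-voom the TNF difference was −0.67 without E. coli library b or S. minnesota library a, and −0.23 and −0.24 without E. coli library a or S. minnesota library b. TNF (ENSG00000232810) lies on chromosome 6 from 31575565 to 31578336.

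Several interferon-induced genes were among those with a small p. In the authors' deposited table the antiviral gene IFIT1 differed by 0.72 ± 0.25 (the authors' SE, p = 3.4e-03), CCL8 by 0.77 (interval 0.24 to 1.30, p = 4.3e-03) and CXCL10 by 0.75 (0.17 to 1.33, p = 0.012), all higher with LPS E. coli and none past the adjusted p. By limma-voom without E. coli library b these differences were −0.04 for IFIT1, 0.13 for CCL8 and 0.03 for CXCL10, and without S. minnesota library a they were −0.03, 0.05 and 0.01. The other genes with the smallest p were PARL, a mitochondrial protease gene (−0.33 in the authors' deposited table), UNC93B1, the chaperone of endosomal Toll-like receptors (0.41), CD9 (−0.29), RNF166 (−0.40), and 3 genes that share sequence with near-copies and are uncertain for that reason: NPIPB4 (0.48), EIF3CL (0.33) and LOC102724594 (3.08, interval 0.81 to 5.35). By limma-voom LOC102724594 was at 2.03 without E. coli library b and at 3.56 without E. coli library a (adjusted p = 0.00645), EIF3CL at 0.08 and 0.59 and UNC93B1 at 0.25 and 0.57 without S. minnesota library a or b, and CD9 at −0.45 and −0.13 and RNF166 at −0.55 and −0.27 without E. coli library a or b. These intervals leave room for modest differences. For genes called with either LPS the median interval reached 0.58 to each side, and 64.8% of these 1706 intervals lay within 1 on the log2 scale. Among the 1341 of them with a mean of at least 50, 82.2% did, and 1 gene, SH2D3C (−1.10), had a difference above 1. TLR4, whose difference was 0.20 in the authors' deposited table (derived interval −0.16 to 0.57), and IL1B (−0.10, −0.51 to 0.30) show such intervals. By limma-voom without S. minnesota library a or b the difference was −0.02 and 0.43 for TLR4 and −0.45 and 0.24 for IL1B. A p that misses the threshold does not show that the LPS forms act alike.

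Gene lists gave small differences that the single genes did not. By cameraPR the early IRF3 targets were higher with LPS E. coli (median log2 difference 0.37, 11 of 12 members higher, adjusted p = 2.5e-07), and so were the interferon-stimulated genes (0.22, 36 of 41, adjusted p = 6.9e-08) and the TLR4 signalling genes (0.12, 17 of 25, adjusted p = 0.0138). NF-kB cytokines (−0.11, 6 of 20 higher with LPS E. coli, adjusted p = 0.00262), immediate early genes (−0.09, 4 of 29, adjusted p = 0.0125) and cell cycle genes (−0.15, 9 of 28, adjusted p = 0.00763) were lower with LPS E. coli. With an estimated correlation 0 of the 6 passed (adjusted p = 0.928 in each), and fry called 0 lists (adjusted p = 0.979 in each of these 6). Among the single members 3 of the IRF3 targets and 1 of the NF-kB cytokines had an adjusted p under 0.05 when adjusted over the list alone, and 0 of the others did. The other 17 lists did not pass. In 4 of those the median and the mean differed in sign, with values of at most 0.08 on either side of 0: other Toll-like receptors, tubulin, undifferentiated markers and HEK293 markers.

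The medians of these lists moved when a single LPS library was left out. Over both interferon lists, library b exceeded library a by a median of 0.74 within LPS E. coli and 0.60 within LPS S. minnesota. With such gaps a turn of the interferon medians follows by arithmetic. It therefore does not test whether the LPS groups differ. Without E. coli library b the median of the early IRF3 targets turned to −0.17 and without S. minnesota library a to −0.14, and that of the interferon-stimulated genes to −0.16, past the threshold in the opposite direction (adjusted p = 0.00824), and −0.07. The cell cycle list turned to 0.06 and 0.03 without the same libraries, and without E. coli library a or S. minnesota library b the medians of the NF-kB cytokines (0.04 and 0.16) and of the immediate early genes (0.03 and 0.05) turned positive. The TLR4 list was no longer called without E. coli library b (0.09) and turned to −0.01 without S. minnesota library a.

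**Figure D4:**
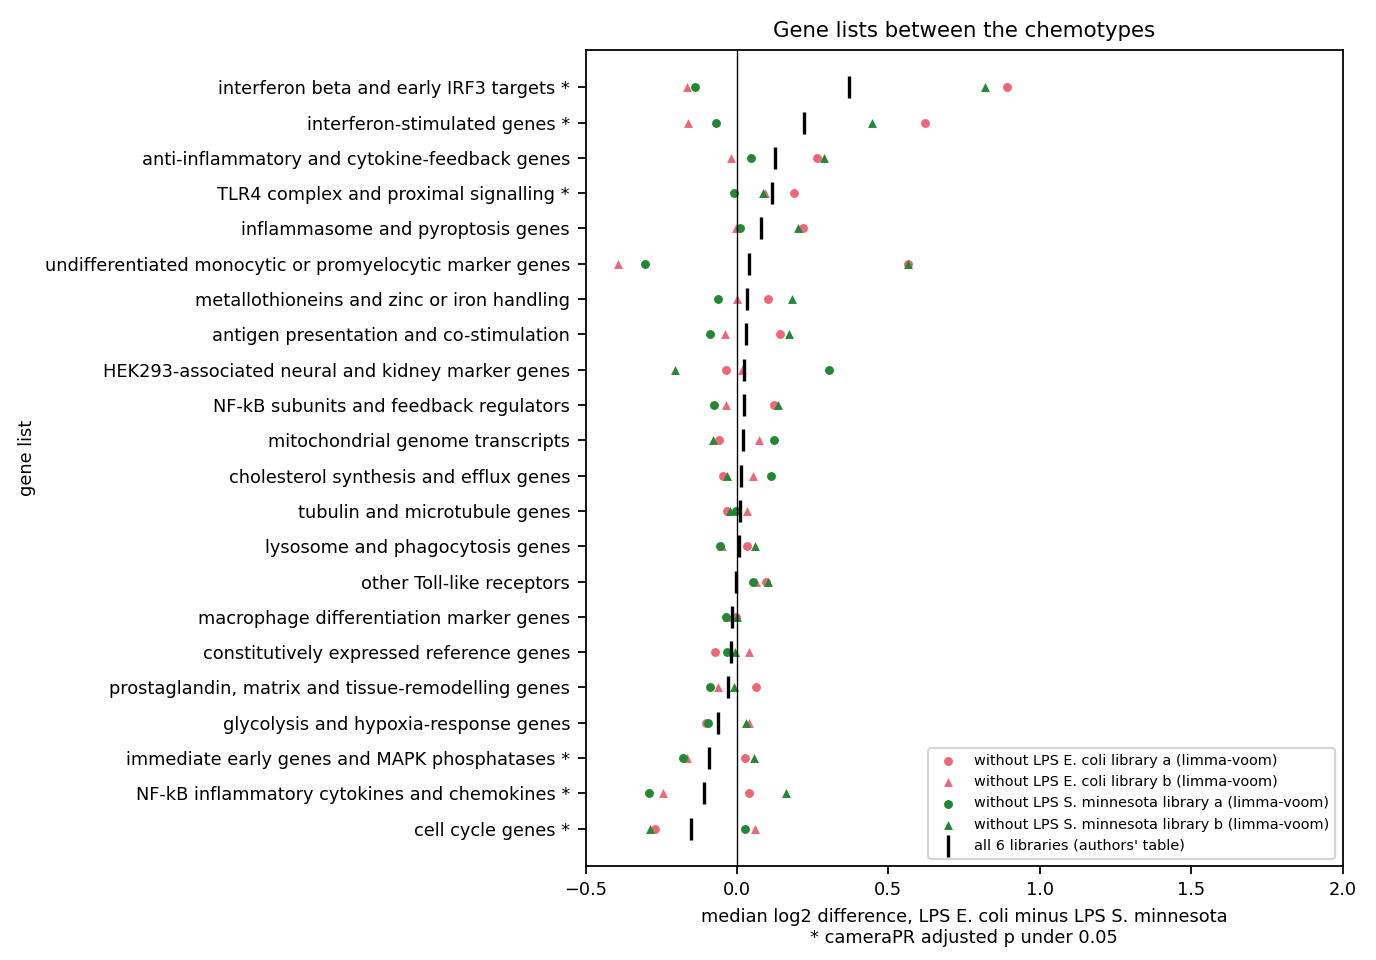
Median log2 difference, LPS E. coli over LPS S. minnesota, of the members of each reported gene list (horizontal axis), with a black bar for the authors' deposited table (all 6 libraries), 1 point for limma-voom without each of the 4 LPS libraries, and an asterisk at lists called by cameraPR. The points of the early IRF3 targets run from −0.17 to 0.89 around a bar at 0.37.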

Values the study reported

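The study reported 2559 differentially expressed genes in THP-1 macrophages after LPS, at an adjusted p under 0.05 and an absolute log fold change above 1. It gave 605 genes as modulated by E. coli LPS specifically in these cells. The caption of its overlap diagram gives an FDR under 0.05 and names no fold threshold. The study described the responses to the LPS forms as similar, without a significant difference between them in these cells.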

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

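The list tests themselves were planned, but the tests of explanations here were chosen after the result was seen, except the test of a response to 1 LPS form only. By limma's cameraPR, 6 gene lists differed between the LPS groups, a test of the difference itself, although 0 single genes were called by the authors' DESeq2 (90 at an unadjusted p under 0.05), by limma-voom (373) or by limma-trend (442). Higher with LPS E. coli were the interferon-stimulated genes (adjusted p = 6.9e-08, median log2 difference 0.22), the early IRF3 targets such as IFIT1 and CCL8 (2.5e-07, 0.37) and the TLR4 signalling genes (0.0138, 0.12). Lower with LPS E. coli were the NF-kB cytokines such as TNF (0.00262, −0.11), the cell cycle genes (0.00763, −0.15) and the immediate early genes (0.0125, −0.09). With an estimated correlation the adjusted p was 0.928 for each, with fry 0.979.

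The interferon lists together hold 53 measured genes with a median difference of 0.21. With TMM or total-count scaling the median stayed between 0.21 and 0.22, but these scalings moved the median of all genes between the LPS groups by less than 0.01, so the scaling of the libraries cannot be told apart from other sources. Within LPS E. coli, library b exceeded library a by a median of 0.74 in 51 of these genes, and within LPS S. minnesota library b exceeded a by 0.60 in 52, both larger than the difference between the groups. Leaving out 1 LPS library took the median from −0.16 to 0.67, as spread between the libraries of 1 group would give. With gaps of this size between libraries such a turn follows by arithmetic, so it is no separate test. A stronger interferon response to LPS E. coli cannot be told apart from that spread: the pairs of libraries matched on other genes gave 0.10 (40 of 53 genes higher) and 0.32 (47), but the other pairing gave −0.45 (1) and 0.98 (51), and the libraries carry no replicate number.

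The comparison between the LPS groups gave fewer small p-values than chance, with 90 genes such as TNF at an unadjusted p under 0.05 where 651 would be expected. The deviation of library a from library b correlated between the LPS groups (r = 0.244 across 7461 genes in no list, with r = −0.0861 and 0.0469 between control and the LPS groups), across genes that are not independent replicates. With the libraries that deviate together matched, limma-voom gave 597 genes, against 373 without matching and 309 with the crossed matching, but the matching was chosen from these deviations, which fixes the direction of the change, so shared deviations cannot be told apart from other sources of the lack. Without matching, limma-voom gave 373 genes where the authors' DESeq2 gave 90, so wide errors in that test may account for part of the lack. No biological explanation was tested for this pattern.

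Of the genes called with 1 LPS only, 452 in all and IFI44L among them, every one had the same sign with the other LPS. Between the LPS groups 13 of them (2.88%) reached an unadjusted p under 0.05, against 0.691% of all genes by the authors' DESeq2, and they were chosen by their calls. For the sets as a whole, the values argue against no response to the other LPS. The median change with the other LPS was 0.92 and 0.93, against 1.16 and 1.22 with their own. With the other LPS, 134 of the 286 and 60 of the 166 passed an adjusted p under 0.05 by the authors' DESeq2. Single genes that respond to 1 LPS only are not excluded. The same sign, and part of the median change and of the calls with the other LPS, may come from the shared controls. Thresholds that split genes with like changes cannot be told apart from a difference in size. By limma-voom 0 passed when adjusted over these genes alone, but 384 of the 452 intervals leave room for a 1.5-fold difference.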

How the results depend on the processing

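The fits of recovered reads with limma-voom, total-count scaling and matched libraries were chosen after the data were seen, and the other alternatives before, although those that need single libraries were run on the recovered reads. No paired analysis was possible because the recovered libraries carry no replicate number, so all 4 possible matchings of the libraries were fitted. Not run were the fits without a filter, since the files hold only genes past the authors' filter, edgeR's filterByExpr and quasi-likelihood test and DESeq2, which were not used here, and a further median-of-ratios scaling. Where 1 library was left out, the lone library of its group was assumed to vary like the other groups.

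Counts of called genes for LPS E. coli, for LPS S. minnesota and for both moved, by construction, with the fold threshold: to 3164, 2905 and 2559 with none, to 2463, 2277 and 2002 at 1.5-fold, and to 604, 557 and 507 above 2 on the log2 scale. They stayed within 1.5 times of the reported counts with limma-voom (1753, 1657 and 1393), TMM (1761, 1657 and 1398), total-count scaling (2132, 2081 and 1673) and an adjusted p under 0.01 (1338, 1233 and 1117). Without 1 library they ranged from 1491 to 1798, from 1360 to 1704 and from 1181 to 1331. Of the genes called by limma-voom, 1524 and 1411 were also called in the authors' deposited table. Of 244 values of named genes, TNF, IL1B and CXCL8 among them, 0 called values changed direction under the scalings, matchings and left-out libraries run. With total-count scaling 9 were no longer called, TFRC and TAB2 among them, and 8 were newly called, including TLR4 (−1.03 and −1.24). Without control library a 9 were no longer called, without control library b 7, and without E. coli or S. minnesota library b 6 each.

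Between the LPS groups limma-voom called 0 to 5 genes without 1 library: 5 without E. coli library a, 3 without E. coli library b and 2 without either S. minnesota library. These were chosen after their values were seen: RGPD2, RGPD1, MT-TV, LOC102724594 and PRMT1, then GSTM2, H2AB2 and MAF1, then RNU6-9 with RNU6-2 or with SIK1. Some of them had no reads in 1 library of a group. With LPS S. minnesota RNU6-9 had 0 and 435 normalized counts in libraries a and b, and RNU6-2 had 134 and 0. RGPD1 had 132 and 0 with LPS E. coli. The RNU6-9 difference by limma-voom was −1.47 without S. minnesota library a and 8.24 without S. minnesota library b. With libraries matched, 1 gene was called in 2 of the 4 matchings, the uncertain LOC102724594. The cause was not tested.

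Lists against control were called 28 times, 25 to 30 times without 1 library, and 0 times with an estimated correlation, at 3 residual degrees of freedom. Lists between the LPS groups were called 6 times, 0 times with an estimated correlation, 0 times with fry, and 3 to 10 times without 1 library (3 without E. coli library b, 10 without E. coli library a). Without 1 library the adjusted p of the early IRF3 targets ranged from 1.4e-14 to 0.302, with the direction reversed without E. coli library b (0.0982) and S. minnesota library a (0.302). That of the interferon-stimulated genes ranged from 2.5e-24 to 0.284, reversed without the same libraries (0.00824 and 0.284), and that of the cell cycle genes from 8.6e-06 to 0.602, likewise reversed (0.456 and 0.602). NF-kB cytokines ranged from 1.0e-10 to 0.888 and immediate early genes from 3.4e-08 to 0.904, both reversed without S. minnesota library b (0.166 and 0.534). The cause was not tested. Depth limits the genes with few control reads, such as IL6 and CXCL10, whose changes have only a lower bound.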

Other observations

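The gene families here were defined by symbol, and the further genes chosen, after the values were seen. ADORA2A, whose receptor raises cyclic AMP, went from a mean of 17.4 to 2609 and 2295 in the authors' deposited table (log2 fold changes 7.30 ± 0.39 and 7.10 ± 0.39), while ADORA3, another adenosine receptor gene, fell. Among 28 purine and orphan G-protein-coupled receptors, 6 rose and 8 fell with LPS E. coli, and 6 rose and 10 fell with LPS S. minnesota. With LPS E. coli the authors' deposited table gave 2.71 for GPR84, a receptor of medium-chain fatty acids, 2.91 for GPR132 and −2.25 for GPR183, a receptor of oxysterols. Of 10 RGS genes, which shorten G-protein signals, 1 rose and 3 fell with LPS E. coli, such as RGS16 (2.69 in the authors' deposited table) and RGS2 (−1.86).

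Of 19 tumour necrosis factor ligands and receptors, 7 rose and 1 fell with each LPS, at a family adjusted p of 0.0921. In the authors' deposited table the co-stimulatory receptor gene TNFRSF9 rose by 5.19 and 5.11, TNFSF15 by 4.71 with each LPS, and TNFSF9 by 3.50 and 3.60. Of 371 zinc-finger genes with ZNF names, 7 rose and 18 fell with LPS E. coli and 5 rose and 20 fell with LPS S. minnesota, with a median of −0.24 and −0.25, or −0.51 in both with total-count scaling (adjusted p = 0.120 for both). None of 82 ribosomal protein genes was called, with a median of 0.16 and 0.15 that turned to −0.10 and −0.13 with total-count scaling. None of 72 nuclear respiratory chain genes was called either, with a median of 0.08 and 0.13 that turned to −0.19 and −0.14 with total-count scaling, beside 0.58 and 0.57 for the mitochondrial genome transcripts. No family passed an adjusted p under 0.05 by cameraPR.

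Single libraries held values far from their partner. GAPDH had 13566 normalized counts in S. minnesota library a and between 21364.5 and 26298 in the other libraries. PTP4A1 stood on 2 identifiers, 1 of which had no reads in control library a and E. coli library b but 263 to 719 normalized counts in the other libraries. Among 9736 genes with a mean of at least 50, 9 in control, 10 in LPS E. coli and 5 in LPS S. minnesota differed more than 8-fold between the libraries of the group.

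At an adjusted p under 0.05 and an absolute log2 fold change above 1, 1706 genes were called with either LPS, 1254 with both and 286 with LPS E. coli only in the authors' deposited table. Those are lower than the values quoted from the study above. At an adjusted p under 0.05 without a fold threshold, 2559 genes were called with both and 605 with LPS E. coli only in the authors' deposited table. The caption of the study's overlap diagram names that adjusted p alone.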
